A study of Daphnia magna with 30 samples. Its data were reported in "Different as night and day: Behavioural and life history responses to varied photoperiods in Daphnia magna" (2019).

How the data were processed

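Gene expression was measured in whole adult female Daphnia magna, a planktonic crustacean, of a single laboratory clone. Per the methods, the samples included any developing eggs and neonates in the brood pouch, so the values are not those of the adult alone. The animals were 21 days old and had been kept at 25 °C under 1 of 5 photoperiods, written as hours of light and dark: 4L:20D, 8L:16D, 12L:12D, 16L:8D and 20L:4D. Each photoperiod had 3 exposure chambers of 20 animals, and 2 animals per chamber, lettered A and B, were arrayed singly, which gave 6 arrays per photoperiod and 30 in all. Per the methods, the chambers of a photoperiod stood together in a single light-proof box, so photoperiod and box cannot be told apart in any comparison here. The animals were collected soon after the light phase of their photoperiod began. The length of the dark phase just before sampling therefore differed between photoperiods, and it cannot be told apart from day length either. The 30 arrays are those of the first of 2 trials of the study; arrays of the second trial were not analysed here.

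Per the labels and the methods, 80 ng of total RNA from each animal was labelled with Cy3 and hybridised to a 1-colour Agilent array of 15744 spots, of which 15208 were not controls and stood for 14338 probes. The deposited intensity values are the output of Agilent Feature Extraction, version 10.7.3.1 per the file headers: a processed signal, with background subtracted and spatial trends removed, that was not normalised between arrays. The authors also deposited log2 values of the same arrays, scaled to the 75th percentile of each array and then to the median of each probe. These log2 values differed from values rebuilt here from the scanner output by a median of 0.0082, and they include 60 control names among 14398.

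The log2 of the processed signal, less the 75th percentile of each array over non-control spots, was used as the expression value. Duplicate spots of a probe were averaged, and 222 spots with an outlier flag for the spot (0.049% of all) were set to missing. No spot was saturated. The share of probes well above background, as Feature Extraction scores it, was 81.6% in the median array and ranged from 70.1% to 90.1%, and 8835 probes were well above background on all 30 arrays. The number of arrays limits the precision of every comparison.

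Models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) to all 30 arrays at once, with photoperiod, subsample letter and their interaction, as in the methods of the study. The photoperiod effect was a moderated F test averaged over the letters. Each photoperiod was compared with the 16L:8D control, and contrasts linear in hours of light and between 4L:20D, 8L:16D and 12L:12D on one side and 16L:8D and 20L:4D on the other were added. Adjusted p-values are those of limma after Benjamini-Hochberg adjustment over 14336 probes, with a threshold of 0.05. The rule of the methods was also applied: an unadjusted photoperiod p below 0.01, an unadjusted pairwise p below 0.05 and a change of at least 1.5-fold. Lists of probes were tested with camera at a preset correlation between probes of 0.01, with fry and with camera at an estimated correlation. The correlation between animals of a chamber was estimated with duplicateCorrelation.

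The probes named followed a rule set in advance: the 5 with the smallest photoperiod p, the 2 with the largest change among those past the threshold in each comparison with 16L:8D (or among those that met the rule of the methods where fewer than 2 passed), the 2 with the smallest p in the contrast linear in hours of light, and the probes of 11 targets that the study lists by function for this trial. None of the 14338 target names matched the reference gene table, so probes are given by their identifier with the annotation of the study where it has one, and the sets by keyword over all probes of the array, planned for the contrast linear in hours of light, were not run. The spliceosome, proteasome and T-complex chaperonin lists tested with camera and fry are the probes of the second-trial lists with such terms in that annotation. A set with cuticle or chitin terms was compared with the principal components. Where a probe was not well above background on any array of a group, the change is given as a bound: the mean of the brighter group against the mean, over arrays of the dimmer group, of the higher of the probe's own value and the lowest value well above background.

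The alternatives chosen before the data were examined were normexp background correction with an offset of 50 followed by quantile normalisation, quantile or median scaling, the deposited log2 values, 2 filters on dim probes, outlier spots kept, models without the letter, with the replicate number as a block, with chamber or slide as a block, on chamber means, without moderation, with a trended and robust prior, on the 12 arrays compared, and without each chamber in turn. Normexp used the median spot signal with the median local background. The arrays lay on 9 slides. The 3 arrays of the later scan day were all on a single slide, so that the slide block covers the scan. A block for the row of the array on its slide, array quality weights and covariates from principal components were added after the data were seen. The weights and the regroupings of arrays were run on the 14211 probes without missing values.

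The scripts were tested on simulated data in which 200 of 14211 probes were changed in 4L:20D. With the real residuals of whole arrays as noise, 50% of the probes changed by 1 log2 unit and 90% of those changed by 2 log2 units passed the threshold in the comparison of 4L:20D with 16L:8D, and 2 unchanged probes did.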

Results

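The 30 arrays measured expression in individual adult Daphnia magna held under 5 photoperiods, with 6 animals from 3 chambers in each. The 75th percentile of the processed signal ranged from 359 to 643 intensity units between arrays. Of the variance between arrays, 31% fell on the first principal component and 25% on the second. Photoperiod accounted for 20.5% of the scores on these 2 components, and slide for 25.4%. Shuffled labels gave medians of 13.9% for photoperiod and 26.7% for slide, so the 2 shares cannot be ranked against each other. Animals of a single photoperiod lay far apart: the 16L:8D animals ranged from -58.8 to 103.5 on the first component. All 6 animals of 8L:16D had negative scores.

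**Figure D1:**
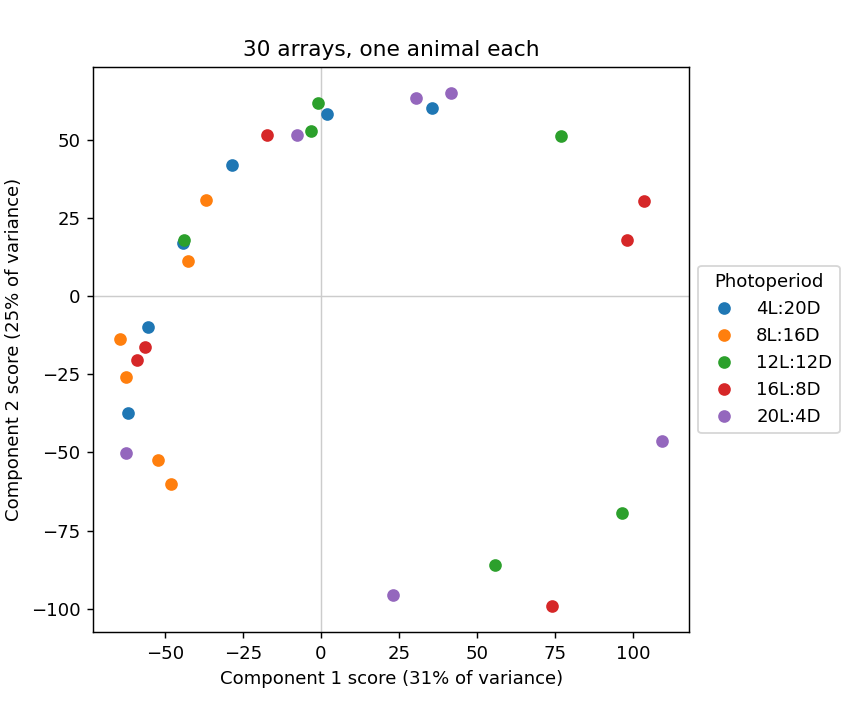
Scores of the 30 arrays on the first 2 principal components (unitless), coloured by photoperiod, with 31% and 25% of the variance. Each point is 1 animal, and animals of 16L:8D spread from -58.8 to 103.5 on the first component.

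The correlation between the 2 animals of a chamber, after removal of the photoperiod means, was 0.013. In 100 regroupings that paired animals of different chambers of the same photoperiod, it ranged from -0.25 to 0.18 and was as high in 26. A greater likeness of chamber mates than of other animals of their photoperiod was not detectable.

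The first comparison asked which transcripts differed between the 5 photoperiods. At an adjusted p of 0.05, 10 of 14336 probes did. At the unadjusted threshold of 0.01, 322 probes passed, where 143 would by chance. The same threshold gave 18 probes for the subsample letter and 72 for the interaction of letter and photoperiod. Array quality weights, added after the data were seen, moved the adjusted count most, to 2593, and raised the interaction count to 1376. With slide as a fixed block, in a model without the letter, the adjusted count was 22 (19 without the letter and without slide), and 8 of these were among the 10. The unadjusted photoperiod count was 152 without replicate 3 of 8L:16D and 491 without replicate 2 of 20L:4D. Without replicate 2 of 16L:8D, the letter count was 249 and the interaction count 366.

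Of the 10 probes, 8 rose with longer days. DM15253P2, annotated as a hypothetical protein, had the smallest adjusted p (4.57e-07). Its log2 value was -7.40 ± 0.58 (SD, n = 6) in 4L:20D, -4.98 ± 0.60 in 8L:16D, -3.88 ± 0.54 in 12L:12D, -3.45 ± 0.45 in 16L:8D and -3.44 ± 0.62 in 20L:4D. It was not well above background on any array of 4L:20D, so that its level there was at least 5.07-fold lower than in 16L:8D. DM14137P3, an uncharacterised protein, rose from -7.42 ± 0.98 in 4L:20D to -2.17 ± 1.27 in 20L:4D (SD, n = 6; adjusted p 2.95e-06). It was well above background on 0 of 6 arrays of 4L:20D and of 8L:16D, on 3 of 6 of 12L:12D, on 5 of 6 of 16L:8D and on all 6 of 20L:4D, and its level was at least 11.2-fold higher in 20L:4D than in 4L:20D. DM08656P1, without a significant match in the annotation, was at least 15.9-fold higher in 20L:4D than in 4L:20D (adjusted p 6.92e-05). It too was not well above background on any array of 4L:20D or 8L:16D.

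DM05417P2 and DM02748P1 were well above background on all 30 arrays. DM05417P2, annotated as a high-affinity choline transporter, had log2 values of -3.69 ± 0.30 in 4L:20D, -3.56 ± 0.29 in 8L:16D, -2.81 ± 0.33 in 12L:12D, -2.40 ± 0.34 in 16L:8D and -1.88 ± 0.42 in 20L:4D (SD, n = 6; adjusted p 6.42e-05). DM02748P1, an uncharacterised protein, rose from 2.94 ± 0.32 to 5.95 ± 0.88 between the shortest and longest days (adjusted p 0.000986). These 5 probes stayed past the threshold under every alternative that kept them, including each chamber left out; 3 of them were removed by the filter that required signal on all arrays.

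**Figure D2:**
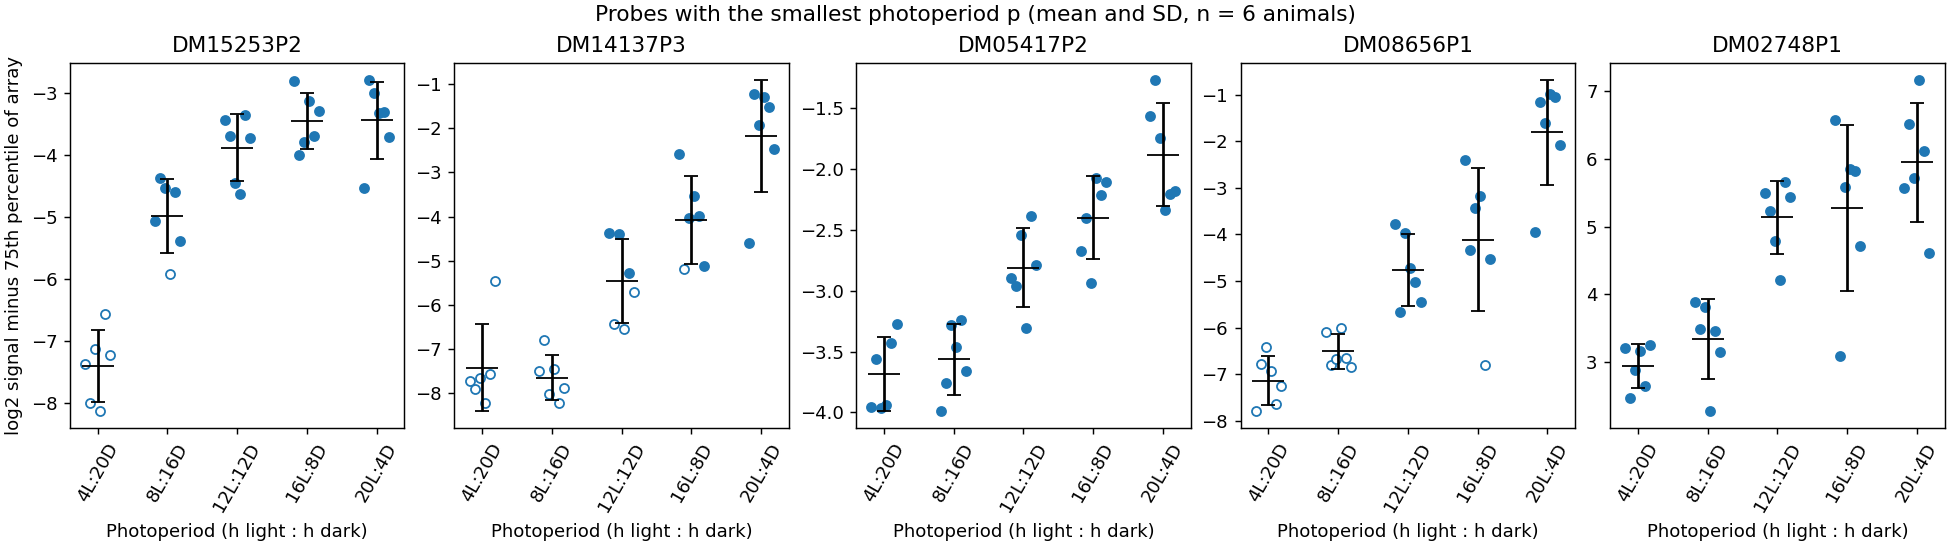
Log2 signal less the 75th percentile of the array for the 5 probes with the smallest photoperiod p, by photoperiod, with mean and SD of 6 animals; open circles are values not well above background. DM05417P2 rises from -3.69 in 4L:20D to -1.88 in 20L:4D and is above background throughout.

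Each photoperiod was then set against the 16L:8D control. In 4L:20D, 8 probes passed the adjusted threshold, 1 higher and 7 lower. DM15253P2 was at least 5.07-fold lower (adjusted p 2.55e-07) and DM14137P3 at least 3.00-fold lower (adjusted p 0.00661). In 8L:16D, 2 probes passed, both lower: DM14137P3, at least 2.95-fold (adjusted p 0.0049), and DM05417P2, which fell by 1.16 (SE 0.20, adjusted p 0.0479). DM05417P2 in 8L:16D was no longer past the threshold in 22 of 34 alternatives, DM14137P3 in 8L:16D in 7 of 33 and DM14137P3 in 4L:20D in 5 of 33. Leaving out 1 chamber moved these counts by over 1.5 times in 11 of 15 cases for 4L:20D and in 12 of 15 for 8L:16D. The count for 4L:20D was 1 without its replicate 1 or its replicate 2. That for 8L:16D was 0 without its replicate 2 or 3, or without replicate 1 or 2 of 16L:8D. The limma count was 0 for 12L:12D and 0 for 20L:4D, where 848 and 757 probes had an unadjusted p under 0.05. The test without moderation also gave 0 for both. With slide as a fixed block, 118 probes passed for 12L:12D and 0 for 8L:16D.

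By the rule of the methods, 83 probes were called in 4L:20D, 149 in 8L:16D, 48 in 12L:12D and 66 in 20L:4D. The share that was higher than in 16L:8D was 31.3% in 4L:20D, 59.7% in 8L:16D, 33.3% in 12L:12D and 16.7% in 20L:4D. These shares moved with the scaling: on the median of each array they were 53.5%, 56.1%, 72.2% and 28.6%. The median log2 change of all probes stayed between -0.06 and 0.05 under these scalings. Without replicate 2 of 16L:8D, the counts were 192 in 4L:20D and 334 in 8L:16D. Quantile normalisation gave shares of 45.8%, 48.1% and 53.6% in the first 3, and normexp gave 63.6% in 12L:12D. Leaving out 1 chamber also moved the shares, from 21.1% to 45.4% in 4L:20D and from 40% to 68% in 8L:16D. In 12L:12D the share was 8.1% without its replicate 2 and 61% without replicate 3 of 16L:8D. In 20L:4D it was 12.1% without replicate 2 of 8L:16D and 42.9% without replicate 3 of 16L:8D. Of the calls, 22, 27, 30 and 19 lay on probes that were well above background on fewer than 5 arrays of both groups. Among the calls in 12L:12D, the largest changes were those of DM07448P3, a hypothetical protein, which fell by 1.57 (SE 0.74, adjusted p 0.84), and DM04238P2, which has no annotation. DM07448P3 was well above background on only 1 array of 12L:12D and 2 of 16L:8D. DM04238P2 was at least 1.59-fold lower in 12L:12D and at least 1.31-fold lower in 20L:4D than in 16L:8D, where 3 of 6 arrays measured it, and neither change passed adjustment. DM08656P1 was 2.31 log2 units higher in 20L:4D (SE 0.56, adjusted p 0.935).

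A contrast linear in hours of light called 12 probes, 8 higher and 4 lower with longer days, and 9 of them were among the 10 of the photoperiod effect. DM15253P2 and DM14137P3 had the smallest p (adjusted p 6.81e-08 and 9.94e-08). The contrast of 4L:20D, 8L:16D and 12L:12D with 16L:8D and 20L:4D called 9 probes, 7 of them higher in the longer days. Leaving out replicate 2 of 20L:4D raised these counts to 29 and 28.

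Probes that the study called in its second trial, on other animals, were tested as lists. The lists used held 465 probes for 4L:20D, 331 for 8L:16D, 529 for 12L:12D and 70 for 20L:4D, slightly fewer than the study counted in all but the last, and probes with a missing value were left out of the tests. Of 8 lists, 5 passed an adjusted p of 0.05 with camera at a preset correlation, and only 1 of these moved in the direction of the second trial, the 23 probes higher in 20L:4D (median log2 change 0.20, adjusted p 2.2e-05). The 376 probes lower in 4L:20D in the second trial had a median log2 change of 0.30 here (adjusted p 5.48e-11), and the 82 higher probes a median of -0.25 (adjusted p 0.0296). The lower lists of 8L:16D and 12L:12D also moved up, by medians of 0.22 and 0.04. The correlation between probes within a list was estimated at 0.11 to 0.39, against the preset 0.01. With fry or with the estimated correlation, 0 of the 8 lists passed, with 1 at an unadjusted p under 0.05 in each. For the higher list of 12L:12D, the median log2 change was -0.09 while camera gave the direction as up (adjusted p 0.142). Without replicate 3 of 16L:8D, 4 lists passed in the direction of the second trial.

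Probes of the second-trial lists with an annotation for genetic information processing were tested by function. They are part of the lists above, so these tests are not independent of those, and 1 of the 43 was also on the lists for this trial. The study described a tendency to lower expression for the spliceosome and the proteasome, and the chaperonin was added beside them. The spliceosome (12 probes), proteasome (21 probes) and T-complex chaperonin (10 probes) lists gave 5 of 12 tests past the adjusted threshold with camera, each of them higher than in 16L:8D. The proteasome list had a median log2 change of 0.34 in 4L:20D (adjusted p 3.57e-06) and 0.27 in 8L:16D (adjusted p 0.00195). The spliceosome list had a median of 0.32 in 4L:20D (adjusted p 0.0037). The chaperonin list passed in 4L:20D and 20L:4D (adjusted p 0.0331 in each). For the spliceosome list in 12L:12D the median was 0.02 and the mean -0.03, with camera up and fry down, and in 20L:4D a negative median and mean stood beside an upward direction with each test. With fry or the estimated correlation, 0 of the 12 tests passed, and 0 had an unadjusted p under 0.05.

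Agreement between photoperiods was measured across probes, which are not independent replicates. The log2 changes against 16L:8D correlated at 0.71 between 4L:20D and 8L:16D, and the 6 pairs averaged 0.40. Simulated unchanged groups that shared their controls gave a median average of 0.49, with 95% of simulations between 0.17 and 0.80. Of the simulated pairs, 16.9% correlated as highly as 4L:20D and 8L:16D did. When no control array was shared between contrasts, the average was -0.014. That pair then correlated at 0.36, and the other 5 pairs at -0.13 to -0.008.

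Of the 11 targets that the study lists by function for this trial, 0 passed the photoperiod threshold over all probes with limma, 6 had an unadjusted p under 0.01, and 9 passed when adjusted over the list alone. Over all probes, 1 of the 11 passed in the test without moderation and 9 with array quality weights, added after the data were seen. The study chose the list on these samples, so the latter count is not independent evidence. The smallest p was that of DM01796P2, annotated as rhodopsin gprop1, whose adjusted photoperiod p of 0.16 ranged from 0.00957 to 0.521 over 33 alternatives and was 0.0205 without moderation. It was -1.21 ± 0.12 in 4L:20D and -0.66 ± 0.23 in 16L:8D (SD, n = 6), and the pairwise difference passed adjustment (adjusted p 0.0346). The other photoperiods, including the longer day, were lower than 16L:8D as well, so the probe did not rise steadily with day length. The log2 change was -0.22 in 8L:16D, -0.41 in 12L:12D and -0.30 in 20L:4D (SE 0.10 in each), and none of these passed adjustment. Listed probes with the same annotation took another course. In order of rising day length, DM06131P3 changed by -0.183, 0.136, 0.179 and -0.484 (SE 0.175 in each). DM06155P2 changed by -0.681, -0.078, -0.128 and -0.427 (SE 0.187 in each). No change of either probe passed adjustment. The vitellogenin probe DM00375P2 fell by 0.75 in 4L:20D (SE 0.22, adjusted p 0.56). It was 0.24 higher in 8L:16D (SE 0.22, adjusted p 0.616), within the spread between animals. DM03120P2, annotated as chitin deacetylase, was 1.56 higher in 4L:20D and 1.68 higher in 8L:16D (SE 0.72 in each), and neither passed adjustment. The putative Notch probe DM03056P3 was 1.80 higher in 8L:16D (SE 0.48, adjusted p 0.245), and it was well above background on only 2 arrays of 16L:8D.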

Values the study reported

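In its first trial, the study reported 456 transcripts affected by photoperiod, 61 by subsampling and 219 by their interaction, out of 14,398 targets, with 143 false positives to be expected. These are counts of unadjusted tests. The study also ran tests with Benjamini-Hochberg adjustment, found that few transcripts passed, and for that reason reported the unadjusted ones. Against the 16L:8D control it counted 63 targets in 4L:20D, 116 in 8L:16D, 97 in 12L:12D and 30 in 20L:4D.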

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

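The tests in this part were chosen after the values were seen. A sample was singled out when its gap to the nearest of the other 5 animals was large against the range of its group. Of 100 groups examined, 9 held such a sample, and chance gives about 1 in 20.

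Array signal stood apart in 2 cases. In 16L:8D, the letter A array of replicate 3 had 70.1% of probes well above background, and the other 5 arrays had 79.9% to 81.4%. In 4L:20D, the letter A array of replicate 1 had a 75th percentile of 362 intensity units, and the others had 481 to 537. Both arrays lay in the first row of their slide. The 6 arrays in that row averaged 77.5% ± 4.34 (SD) of probes well above background, and the 24 others averaged 83.1% ± 2.90 (two-sided permutation p 0.00046). The first row held 3 arrays of 4L:20D, 1 of 8L:16D, 2 of 16L:8D and 0 of 12L:12D and 20L:4D. That test includes the 2 arrays that prompted it. Without them, the other 4 first-row arrays averaged 79.8% ± 2.15 (SD), still lower than the 24 arrays of other rows (two-sided exact permutation p 0.0379). Their 75th percentile averaged 461 ± 58.6 (SD) intensity units, against 508 ± 77.8 (two-sided exact permutation p 0.27), so that a lower 75th percentile in the first row was not shown. A position effect at the end of the slide may explain part of the lower share of probes above background, and the low 75th percentile stays open. No biological explanation was tested for it.

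Probe values stood apart in 7 cases, and 2 of the 7 were on first-row arrays, which make up 20.0% of all arrays, so the row neither explains nor excludes them. On first-row arrays, DM14137P3 was -5.47 in replicate 3 letter B of 4L:20D, against a mean of -7.81 in the others, and was not well above background. DM13721P2 was -3.16 in replicate 3 letter A of 16L:8D, against a mean of -3.70. Elsewhere, DM07448P3 was -5.85 in 1 animal of 12L:12D and -4.37 in 1 animal of 20L:4D, against means of -8.07 and -7.95. The probe rose above background in those animals only within their groups, and its change in 12L:12D rests on few measured arrays. DM01796P2 was -0.66 in replicate 2 letter B of 8L:16D, against a mean of -0.92.

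The same animal, replicate 1 letter A of 20L:4D, was low for both DM14137P3 (-4.59, against -1.69) and DM08656P1 (-3.94, against -1.38). These levels are close to those of 16L:8D, and a mislabelled sample was weighed. Of the 8 other probes past the photoperiod threshold, 5 lay nearer to the 16L:8D mean than to that of 20L:4D in this animal, which does not settle it. For DM15253P2 the comparison tells nothing, since the means nearly coincide (-3.450 and -3.439) and this animal lay below both (-4.527). Its array also had the lowest quality weight of all (0.288), so a deviation of the whole array was not excluded. An animal that differed in its response stays open as well and was not tested.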

How the results depend on the processing

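The row of the array as a block, array quality weights and principal components as covariates were chosen after seeing the data. The other alternatives were planned. Unless a cause is named, the cause was not tested.

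The counts of the photoperiod effect, letter, interaction and trends were within 1.5 times of the main value under most settings. The adjusted photoperiod count of 10 became 3 with the filter on all arrays, 19 without the letter, 17 with the replicate block, 6 on chamber means, 22 with slide as a fixed block and 2593 with array quality weights. The fixed blocks for replicate, slide and row and the chamber means had no letter in the model, so that 19 is the count to set beside them, and letter and interaction have no value there. Under the filter on all arrays fewer probes were tested, since it keeps only probes well above background on all 30 arrays. That filter also gave 8 probes for the letter, 40 for the interaction, 5 for the contrast linear in hours of light and 4 for shorter against longer days. Slide as a fixed block gave 5 for the last. Array quality weights gave 2702 for the unadjusted photoperiod count, 89 for the letter, 1376 for the interaction, 63 for the linear contrast and 19 for shorter against longer days.

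The adjusted counts against 16L:8D were small and moved readily. The 8 probes in 4L:20D became 5 with normexp, 5 with quantile normalisation, 4 with the median of each array, 3 with the filter on all arrays, 2 on chamber means, 1 with slide as a fixed block, 4 with components as covariates and 1 with only the 12 arrays compared. The 2 probes in 8L:16D became 0 with normexp, slide as a fixed block or components as covariates. They became 1 with the filter on all arrays, chamber as a random block, chamber means, the test without moderation, the row block or only the 12 arrays compared, and 23 with array quality weights. The 0 in 12L:12D became 118 with slide as a fixed block. Of the 7 slides that held arrays of 12L:12D or 16L:8D, 2 held both. The 0 in 20L:4D was 0 under every alternative.

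By the rule of the methods, normexp gave 42, 80, 11 and 27 probes, in order of rising day length and without the control, against 83, 149, 48 and 66. The filter on all arrays gave 45, 94, 17 and 36, and array quality weights 282, 937, 372 and 139. Chamber means gave 185 in 4L:20D, 281 in 8L:16D and 105 in 20L:4D. In 12L:12D the count was 28 with quantile normalisation, 26 with the filter on 5 of 6 arrays, 111 with the replicate block, 185 with slide as a fixed block, 75 with slide as a random block and 76 with components as covariates. In 20L:4D it was 155 with slide as a fixed block and 41 with only the 12 arrays compared.

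The replicate numbers did not pair the chambers: the deviations of same-numbered chambers correlated at -0.034 on average, and 8 of 30 pairs were over 0.1. With the replicate block, the adjusted photoperiod count of 17 and the 12L:12D count of 111 were the only counts that moved by over 1.5 times from the main values. Against the model without the letter, which gave 19 and 64, the photoperiod count hardly moved and the 12L:12D count did.

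The number of second-trial lists past the threshold in the direction of that trial, 1 with camera, was 0 with fry, 0 with the estimated correlation, 0 with the filter on all arrays, 0 with slide as a fixed block and 3 with the row block. The number of functional lists past the threshold and lower than in 16L:8D was 0 under every setting run. Set tests were not run with random blocks, without moderation, with the trended prior, with weights or with component covariates. The targets that passed over the list alone, 9, became 4 on chamber means. The average agreement between photoperiods changed from 0.40 to -0.014 when no control array was shared, so that the first value cannot be read without the shared control. Between 4L:20D and 8L:16D it was then 0.36. The chamber correlation stayed between 0.0062 and 0.026 under the 7 settings that changed the values. Leaving out 1 chamber moved it from -0.053, without replicate 2 of 20L:4D, to 0.044, without replicate 1 of 4L:20D.

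Leaving out each of the 15 chambers gave 6 to 16 probes for the adjusted photoperiod count and 152 to 491 for the unadjusted count. It gave 15 to 249 for the letter, 38 to 366 for the interaction, 9 to 29 for the linear contrast and 7 to 28 for shorter against longer days. The adjusted count ranged from 1 to 11 in 4L:20D and from 0 to 2 in 8L:16D. The lowest 4L:20D count came without its own replicate 1 and without its replicate 2. By the rule of the methods, the ranges were 63 to 192 in 4L:20D, 61 to 334 in 8L:16D, 29 to 74 in 12L:12D and 40 to 161 in 20L:4D. The highest counts in 4L:20D and 8L:16D, and those of the letter and the interaction, came without replicate 2 of 16L:8D. The highest linear and shorter-against-longer counts came without replicate 2 of 20L:4D. Lists in the direction of the second trial ranged from 1 to 4, and the average agreement from 0.28 to 0.59.

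Signal over background limits what the dim probes can show. The 3 probes DM15253P2, DM14137P3 and DM08656P1 have only bounds in 4L:20D. The log2 change of DM15253P2 there was -0.84 with normexp, the smallest among 33 alternatives, all of them past the threshold and in the same direction. The change of DM05417P2 in 8L:16D, past the threshold in the main model, was no longer past it in 22 of 34 alternatives, in the same direction, and ranged from -1.26 to -0.69.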

Other observations

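The tests of the shape of the first 2 components, of slide, row, chamber and photoperiod on it, and of which of the 10 photoperiod probes stayed called with components or the row in the model, were chosen after the result was seen, as were array quality weights and component covariates as models. The test of the 10 photoperiod probes against the components was planned for all 10 together and was split into 5 and 5 after its result was seen. The other tests in this part were written down before their result was known.

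The largest pattern in the data was not photoperiod. The first 2 components held 56% of the variance, and the 30 animals lay along a closed curve in their plane with none near the middle. The spread of the distance from the centre was not decisive on its own (permutation p 0.064). The distance from a circle with a fitted centre, a measure added after that result and after the plot was seen, was 6.0% of the radius, against a median of 30.3% when the 2 components were shuffled against each other (p 1e-04, the smallest that 10000 shuffles can give). Without the 5 most deviating arrays the first measure gave p 0.0556. Slide (p 0.571) and row on the slide (p 0.299) did not account for more of the plane than shuffling did. The 2 components did not account for more of the share of probes above background than after shuffling (p 0.503). The 2 animals of a chamber did not lie closer in angle than animals paired anew within their photoperiod (p 0.638). Photoperiod accounted for 20.5% of it (p 0.145), too little to be its main source, though a smaller part stays open.

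A curve of this kind may arise when animals are sampled at different points of a cycle, and adult Daphnia moult and brood in repeated cycles. The 11 probes annotated with cuticle or chitin terms followed the 2 components more closely than other annotated probes of like signal, with a median of 65.7% of their variance against 41.3% (permutation p 0.008). Their phases on the curve were not more concentrated than in random sets (p 0.238), and the annotated probes are those the study called in either trial. Neither moult state nor the stage of the brood, which was part of each sample, was recorded in the labels, and this hypothesis stays open.

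Position on the curve overlapped with the 8L:16D group. All 6 of these animals lay on the side of negative first scores, so that probes selected for a difference in 8L:16D tend to follow that component whatever the cause. When the components of the other probes were used as covariates, 45 of the 149 calls in 8L:16D remained (30.2%) and 62 other probes were called there. Of the calls in 4L:20D 51.8% remained, of those in 12L:12D 81.2% and of those in 20L:4D 81.8%. A candidate explanation is that part of the 8L:16D difference reflects the state of the animals sampled. It stays open, since covariates that overlap with a photoperiod remove calls whatever their cause. The 11 listed targets did not follow the components more closely than random probes (p 0.74).

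The probes at the top of the list gave another result, and the difference between them and the 8L:16D calls was not tested. All 5 probes with the smallest photoperiod p stayed past the threshold with the components as covariates, which argues against position on the curve as their whole cause. Of the other 5 past the threshold, 0 stayed, with adjusted p between 0.0517 and 0.159, and for these the explanation cannot be told apart from a loss of power. With the row of the array as a block, in a model without the letter, 9 of the 10 stayed, and at least 6 stayed whichever chamber was left out. Of the 10, 9 are also on a list of the second trial. Lists of any photoperiod and either direction were counted, so agreement in direction was not tested. Because the chambers of a photoperiod shared a box, a difference between boxes other than day length stays open and was not tested. The same holds for the time in darkness just before sampling, which was longer the shorter the day.

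Chance could be excluded for some counts and not for others. The 15 chambers were regrouped at random, 100 groupings with the real one included. Of these, 4 gave as many probes for the photoperiod effect at the adjusted threshold, 2 as many for the contrast linear in hours of light and 2 as many for the contrast of shorter with longer days. For the unadjusted photoperiod count, 11 gave as many, and chance cannot be excluded. For each comparison with 16L:8D, 100 of the 200 splits of the 12 arrays with equal letters were drawn. At the adjusted threshold, 3 gave as many probes as 4L:20D and 1 as many as 8L:16D. For the counts of 0 in 12L:12D and 20L:4D the comparison decides nothing, since each of the 100 splits gives at least 0. By the rule of the methods, 35 gave as many as 4L:20D, 6 as many as 8L:16D, 48 as many as 12L:12D and 64 as many as 20L:4D, so that chance cannot be excluded for any of the 4 counts.

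The same held for the letter and the lists. Exchanges of the letters within chambers gave as many probes for the letter in 93 of 100 and for the interaction in 50 of 100. The letter count of 18 lay far below the 143 that chance gives on average, and 8 of 100 exchanges gave a count as low, in a range of 7 to 1204. Probes that vary together may explain such wide counts. Camera with a preset correlation gave as many of the 8 second-trial lists past the threshold in 48 of 100 regroupings, as many in the direction of the second trial in 76, and as many of the 12 functional tests in 43. With array quality weights, 4 of 20 regroupings gave as many photoperiod probes as the real groups, so that chance cannot be excluded for the 2593.

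Among the calls by the rule of the methods, 18 in 4L:20D were on the second-trial list of the same direction and 1 on that of the opposite direction. The numbers were 11 and 2 in 8L:16D, 2 and 0 in 12L:12D, and 3 and 0 in 20L:4D. No test was run on these numbers.

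Some counts here lie apart from the values quoted above. At the unadjusted threshold, moderated tests gave 18 probes for the subsample letter, 72 for the interaction and 322 for photoperiod. Each is lower than the value quoted from the study above, which came from analyses of variance. The test without moderation gave 26, 76 and 359, in that order, also lower than the quoted values. By the rule of the methods, 48 probes were called in 12L:12D. That count is lower than the one quoted above. All 97 probes listed for 12L:12D in this trial had the listed sign here, and 68 of them did not pass the unadjusted photoperiod threshold. In 20L:4D the count was 66. That count is higher than the one quoted above. The counts of 83 in 4L:20D and 149 in 8L:16D were higher than the quoted ones as well. Calls shared with the lists for this trial in the same direction numbered 45 in 4L:20D, 73 in 8L:16D, 26 in 12L:12D and 19 in 20L:4D.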
